A study of Mus musculus with 2 samples. Its data were reported in "Single-Cell Transcriptomics Reveals Core Regulatory Programs That Determine the Heterogeneity of Circulating and Tissue-Resident Memory CD8+ T Cells" (2021).

How the data were processed

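Single-cell RNA was measured in 2 libraries of memory CD8 T cells taken from C57BL/6 mice at day 30 after infection with LCMV-Armstrong. One library was made from the spleen and the other was labelled as intraepithelial lymphocytes (IELs) of the small intestine. Cells had been sorted for CD8, CD44 and binding of a GP33 tetramer. The library kit was 10x Chromium 5′ v1. How many mice contributed to each library was not stated, and no animal can be told from another in these files.

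The deposited matrices hold raw counts of unique molecular identifiers (UMIs) per gene and cell, which the authors obtained with Cell Ranger against mm10 and did not normalise. The study's methods name an earlier release of that software, whereas per the file headers the counts come from version 3.0.0 for the spleen library and 4.0.0 for the IELs library. The deposited feature and barcode lists hold names in place of measured values, a unit classed as other: gene symbols with Ensembl identifiers, names of antibody tags, and cell barcodes. The feature list held 31053 genes for the spleen library and 32285 for the IELs library. The IELs library also held counts of 3 antibody tags named Blood, mLN and IELs. Genes were matched by Ensembl identifier, which left 30406 genes in both lists, 597 of them under different symbols. Only these shared genes were used. Coordinates were read from GENCODE release M21 (build GRCm38, the same as mm10, counted from 1), which contained 99.7% of the shared genes.

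Cells were kept with 200 to 2500 genes and with under 5% of UMIs from mitochondrial genes. The study writes its mitochondrial limit in a way that was read as 5%. T cell identity required at least 1 UMI of Cd3e or Cd8a and at least 1 UMI of Trac, Trbc1 or Trbc2. Doublets were limited only by the upper gene limit and by the marker-based classes. Scrublet (in scanpy 1.11.5) called 1110 doublets, or 9.48%, among spleen cells under a wider filter and 0 in the IELs library, so it was taken not to have worked in the latter and was used only as an alternative.

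Both libraries were integrated and clustered in Seurat 5.3.0 under R 4.3.3, with log-normalisation, anchors found by canonical correlation, 2000 variable genes, 20 principal components, 20 neighbours, resolution 0.4 and seed 1. UMI number and mitochondrial share were regressed out. Mitochondrial genes and T cell receptor segments were left out of the clustering features. So were the 105 genes of the gene lists, apart from the T cell identity genes. No gene of the other lists therefore helped to form the clusters it was compared in. T cell identity genes helped to select every cell, so their medians are not independent of that selection. Itgae, a marker of TRM-like cells, stayed among the features. A cluster received the class whose fixed markers were highest in it, and the names carry the ending "-like" because only transcripts were read. A memory class needed a mean log2 fold of its markers of 0.5 over the other cells and any other class 2.5, with 3 markers higher. These limits were set after the clusters had been seen. So were the rules that left a cluster unnamed when 3 of its 10 leading genes were interferon response or defensin genes, or when these 10 held more markers of another class, such as erythroid genes, than of its own. Unnamed clusters held 3.29% of the spleen library and 1.41% of the IELs library and entered no class. TRM-like cells of the IELs library were clustered again with 15 principal components.

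Within each class or library the UMIs of all cells were summed and given as counts-per-million (CPM) of the shared genes. Because each group held 1 library, no test, p-value or standard error was computed and no number of changed genes is given. Ratios carry exact Poisson intervals at 95%. A list of genes was summarised by its median log2 ratio over genes with at least 10 UMIs in both sums together, with an interval from 2000 Poisson redraws. Its percentile was taken among 10000 random lists, each gene of which was drawn from the 100 genes nearest in mean CPM. A gene at 0 UMIs on one side was set to a floor of 3 counts over the group's sum, and its ratio is given as a bound. Such a gene enters medians and rankings with its bound, so it can rank below a gene with 1 UMI. Shares of cells carry exact (Clopper-Pearson) binomial intervals after each cell had been thinned once to 1000 UMIs. Intervals and floors cover counting error only and say nothing about variation between mice. The procedure was tested on simulated data with known ratios: 95.6% to 96.3% of the intervals held the true ratio, and 6 to 16 of 200 unchanged lists fell outside the middle 95% of their random lists.

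Gene lists were fixed before the data were examined, together with the comparisons, the cell filter and the main alternatives. From the study's text and figures came recirculation genes (Klf2, Klf3, S1pr1, S1pr5), cytotoxic genes (Gzma, Gzmb, Prf1, Fasl, the last 2 from a figure only), cytokine genes (Ifng, Tnf, Il2, Ccl4), and the AP-1 (Jun, Junb, Jund, Fos, Fosb, Fosl2, Batf), NR4A (Nr4a1, Nr4a2, Nr4a3) and NF-kB (Bcl3, Rela, Relb, Rel, Nfkb2) factors. A further planned list of transcription factors is not reported here. The text also gave 11 other transcription factors, 4 genes from its bulk RNA sequencing, 5 inhibitory and quiescence genes, 7 transcription factors and 7 genes ascribed to effector-like and memory-like TRM cells, and 6 and 17 regulon factors ascribed to sub-clusters of TRM cells. Apart from the bulk list, the study picked most of these genes from the same libraries, so their direction here is not independent evidence. S1pr5, and the rise of NR4A genes in TRM cells over circulating cells, were taken from its bulk sequencing. The study also reports Jun, Junb and Fos, among others, as higher in TRM cells by that bulk sequencing. Lists also overlap: 6 of the 7 AP-1 genes are among the 17 regulon factors, Jun and Fos are also among the memory-like genes, and all 3 NR4A genes and Klf2 and Klf3 are among the effector-like factors. Lists not taken from the study were 15 abundant enterocyte genes, 12 heat shock genes, 12 immediate early genes outside AP-1 and NR4A, and 5 T cell identity genes.

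Named genes were those of these lists and, for one library against the other, the 10 genes with the largest ratio in each direction, over all cells and over IELs-tagged cells, among genes with at least 200 UMIs, without T cell receptor, mitochondrial or ribosomal protein genes. The second of these rankings was added after seeing the data. Defa24, Trdc and the antibody tags were singled out by class or tag after their values had been seen.

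Alternatives were a filter of at least 200 genes and under 10% mitochondrial UMIs, scrublet calls left out, mitochondrial, ribosomal protein and T cell receptor genes left out of the total, TMM scaling in edgeR 4.0.16, a mean over cells in place of a sum, no minimum of UMIs, resolutions 0.2 and 0.8, each library clustered alone, the reported genes kept in the clustering features, no identity requirement for one library against the other, and other thinning depths. Leaving out cells with several tags, keeping IELs-tagged cells alone, and dropping the identity requirement in the other comparisons were chosen after seeing the data. Tag minimums were set from the data at 140.3 (Blood), 55.2 (mLN) and 111.2 (IELs) tag counts. Computation used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. Regulon scores, bulk RNA sequencing and flow cytometry of the study were not analysed here.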

Results

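Memory CD8 T cells of C57BL/6 mice were measured by droplet single-cell RNA sequencing at day 30 after infection with the Armstrong strain of lymphocytic choriomeningitis virus (LCMV), which mice clear. Sorted cells carried CD44 and bound a tetramer of the viral GP33 peptide. One library came from the spleen and the other was labelled as IELs, the lymphocytes that lie within the epithelium of the small intestine. Each group thus held 1 library and there were no replicates, so every interval given here is a 95% interval for counting error and not for variation between mice. The study set out to describe how memory cells that circulate differ from those that stay in tissue, and which transcription factors go with each kind.

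The spleen library held 12356 barcodes with 27607320 gene UMIs and a median of 1822 UMIs per barcode. The IELs library held 7189 barcodes with 36631443 gene UMIs and a median of 4049. Totals per barcode ran from 500 to 23587 UMIs in the spleen library and from 500 to 110823 in the IELs library. Median mitochondrial shares were 5.26% and 3.59%. The limit of 5% therefore removed 57.0% of the barcodes of the spleen library and 20.8% of those of the IELs library. After the filter and the requirement of T cell transcripts, 3191 spleen cells (25.8%) and 3892 cells of the IELs library (54.1%) remained, with 8383407 and 17051756 UMIs and medians of 2255 and 4274.

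The IELs library also carried counts of antibody tags named Blood, mLN (mesenteric lymph node) and IELs. Of its 3892 cells, 1568 (40.3%, interval 38.7% to 41.8%) had the IELs tag alone. The label of the library as IELs therefore covered cells with other tags, and for some comparisons with this library the value of IELs-tagged cells is given too.

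Clustering of both libraries together gave classes resembling central memory (TCM-like), effector memory (TEM-like), long-lived effector (LLE-like) and tissue-resident memory (TRM-like) cells, all named from fixed markers. Sums rested on 782 TCM-like, 1056 TEM-like and 562 LLE-like cells of the spleen library, together 2400 circulating-like cells with 5446992 UMIs. Sums for TRM-like cells rested on 1243 cells of the IELs library with 5491675 UMIs. Only 59 spleen cells fell into the TRM-like cluster, so this class was almost a class of 1 library. The IELs library also held 1900 circulating-like cells with 8183017 UMIs. Other clusters were γδ T-like (1 spleen cell and 452 cells of the IELs library), B-like, myeloid-like, CD4 T-like and cycling-like. The myeloid-like cluster was led by immunoglobulin segments beside S100a8, S100a9 and Lyz2. Because γδ T-like, B-like and myeloid-like cells passed the requirement of T cell transcripts, they counted among the cells of each library when whole libraries were compared. The study states no number of cells, so these numbers cannot be set beside it, and any difference from its classes may come from the rebuilt names.

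Itgae encodes CD103, the integrin used to mark intraepithelial T cells. Itgae (ENSMUSG00000005947) lies on chromosome 11 of GRCm38, from 73090583 to 73147446. With every cell thinned to 1000 UMIs, 656 of 3877 cells of the IELs library had an Itgae UMI, a share of 16.9% (interval 15.8% to 18.1%). In the spleen library the share was 28 of 3120 cells, or 0.897% (0.597% to 1.29%). Thinning left out 15 cells of the IELs library and 71 of the spleen library for lack of UMIs. Without thinning the shares were 34.7% and 2.38%, at the median depths of 4274 and 2255 UMIs. TEM-like cells of the IELs library served as background within that library, with 0.593% after thinning and 3.46% before it, at a median of 4786 UMIs. B-like cells of the same library reached 16.8% after thinning, but 82 of these 113 cells carried several tags. The choice that moved the share most was to keep cells with the IELs tag alone, an alternative chosen after seeing the data, which gave 36.0% (33.6% to 38.4%). In these IELs-tagged cells the share was 53.3% at 2000 UMIs and 69.2% without thinning. TRM-like cells, which are named partly by Itgae, stood at 26.5% and γδ T-like cells at 55.5%. A share of cells with a UMI falls with low depth and rises with free RNA and doublets, so it is not the share of cells that express the gene.

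**Figure D1:**
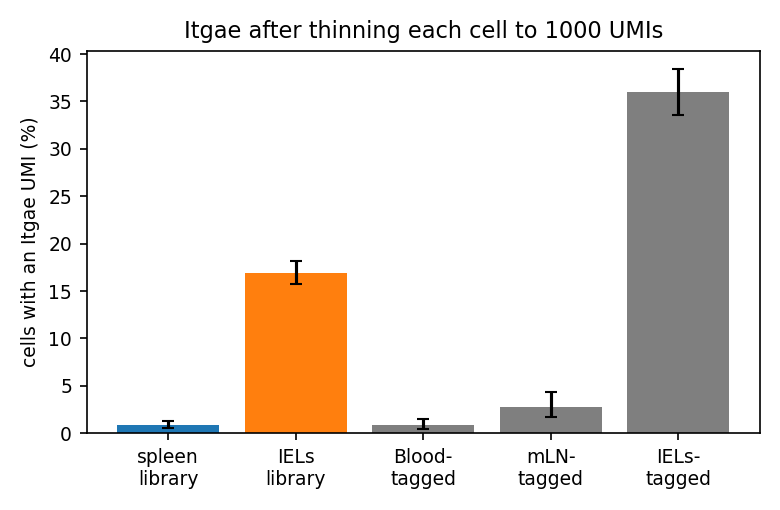
Percent of cells with at least 1 Itgae UMI after thinning to 1000 UMIs per cell, as bars with exact 95% binomial intervals, for both libraries and for the cells of the IELs library with 1 tag alone. The IELs-tagged cells stood at 36.0%, the Blood-tagged at 0.857% and the mLN-tagged at 2.78%.

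The next comparison asked which genes separated TRM-like cells of the IELs library from the pooled circulating-like cells of the spleen library. Log2 ratios are TRM-like over circulating-like throughout. The median log2 ratio of all genes was 0.10 on the CPM scale, 0.00 with TMM factors and -0.13 when mitochondrial, ribosomal protein and T cell receptor genes were left out of the total. Ribosomal protein genes took 28.6% of UMIs in the TRM-like cells and 37.9% in the circulating-like cells. Medians below are on the CPM scale, followed by the value relative to the all-gene median.

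Recirculation genes came first, as factors and receptors that let T cells leave tissue. Their median log2 ratio was -3.38 (interval -3.68 to -3.10), or -3.48 relative to all genes, below every one of the 10000 random lists, and none of the 4 genes was higher. Klf2 (ENSMUSG00000055148, chromosome 8, 72319033 to 72321656) had 92.7 CPM in TRM-like and 774 CPM in circulating-like cells, a log2 ratio of -3.06. S1pr1 (ENSMUSG00000045092, chromosome 3, 115710433 to 115715072) had 11.8 against 230.0 CPM, a log2 ratio of -4.28. The ratio of S1pr5 was -3.69 and that of Klf3 only -0.30 (-0.42 to -0.18). Against LLE-like and TEM-like cells taken singly the list median was -4.19 and -2.76. Against TCM-like cells it was -1.47, since S1pr5 was higher in TRM-like cells (24 UMIs against 0, at least 2.53-fold) and Klf3 level (-0.07, -0.25 to 0.11), so the pooled S1pr5 ratio comes from LLE-like and TEM-like cells. The wider cell filter moved this median most, to -4.28, but no cluster was named TEM-like under it, so its pool of circulating-like cells is another mix here and below.

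AP-1 genes were higher in TRM-like cells, with a median log2 ratio of 1.53 (1.36 to 1.64), or 1.43 relative to all genes. The median lay above every random list and all 7 genes were higher. Junb (ENSMUSG00000052837, chromosome 8, 84974484 to 84978718) had 3692 CPM in TRM-like cells and 815 CPM in circulating-like cells, a log2 ratio of 2.18 (2.13 to 2.23). The ratios of the others ran from 0.37 for Jund to 1.98 for Fosl2. Leaving mitochondrial, ribosomal protein and T cell receptor genes out of the total moved the AP-1 median most, to 1.30. The heat shock genes, which respond to tissue dissociation, had a median of 0.45 in the same comparison, at percentile 92.0 of their random lists.

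The NR4A genes had a median log2 ratio of 2.25 (1.89 to 2.66), or 2.14 relative to all genes, at percentile 99.8, with all 3 genes higher. Nr4a2 (ENSMUSG00000026826, chromosome 2, 57106830 to 57124003) rose from 30.7 to 354 CPM, a log2 ratio of 3.53. Dropping the identity requirement, an alternative chosen after seeing the data, moved the NR4A median most, to 2.67. The NF-kB genes had a median of 1.497 (1.12 to 1.87), or 1.39 relative to all genes, above every random list. Relb (2.21) and Nfkb2 (1.99) were highest, while Rela stood at 0.18 (-0.07 to 0.42), within counting error and below 0 under the total without mitochondrial, ribosomal protein and T cell receptor genes. The wider filter moved the NF-kB median most, to 1.10.

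**Figure D2:**
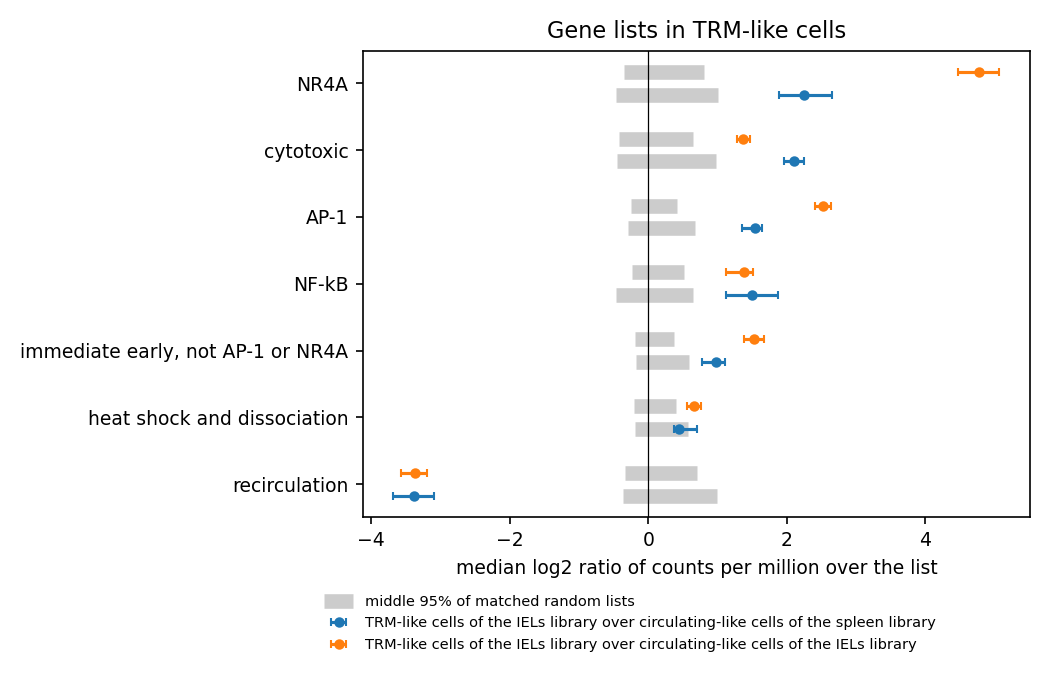
Median log2 ratio of gene lists in TRM-like cells of the IELs library over circulating-like cells of the spleen library (blue) and of the IELs library (orange), with counting intervals, and the middle 95% of random lists in grey. The AP-1 medians were 1.53 and 2.52, and the recirculation medians -3.38 and -3.37.

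Cytotoxic genes had a median log2 ratio of 2.10 (1.96 to 2.25), or 2.00 relative to all genes, at percentile 99.96, with 3 of 4 genes higher. Gzmb had 1679 CPM in TRM-like and 113 CPM in circulating-like cells, a log2 ratio of 3.90. Gzma (ENSMUSG00000023132, chromosome 13, 113093825 to 113100981) had 1339 against 516 CPM, and Fasl 145 against 20.4 CPM. Prf1 was lower, with 67.4 against 99.1 CPM and a log2 ratio of -0.56 (-0.75 to -0.36). This came from TEM-like and LLE-like cells, which held 95.8 and 245 CPM of Prf1. TCM-like cells held 30.5 CPM, so Prf1 was higher in TRM-like cells than in them (1.14, 0.73 to 1.59). The wider filter moved the cytotoxic median most, to 2.46. Against LLE-like cells alone the median was 0.34 (0.12 to 0.55), with 2 of 4 genes higher and within the range of random lists at percentile 89.4. Against TCM-like cells all 4 genes were higher, from 1.14 for Prf1 to 9.19 for Gzmb. The size of the pooled median therefore depends on the mix of classes. Of the cytokine genes 3 of 4 could be counted, with a median of 0.97 (0.84 to 1.13) at percentile 98.8. Ifng had a log2 ratio of 0.97, Tnf of 0.81 and Ccl4 of 2.72. Il2 had 4 UMIs in TRM-like and 2 UMIs in circulating-like cells, too few for a comparison.

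The remaining lists from the study gave mixed values in this comparison. The 4 genes from its bulk sequencing had a median of at least 2.44, a bound because Fabp1 and Fabp2 were at the floor. Gzmk reached 3.48 and Zap70 1.17. Fabp2 had 27 UMIs against 0, at least 8.93-fold, and Fabp1 10 against 0, at least 3.31-fold. Both were as frequent in circulating-like cells of the IELs library, where Fabp2 stood at 4.89 CPM beside 4.92 CPM in TRM-like cells. Inhibitory and quiescence genes had a median of 2.91 (2.38 to 3.48), above every random list, with Cd160 at 4.19 and Havcr2 at 0.21 (-0.63 to 1.06). Factors ascribed to effector-like TRM cells had a median of 1.36 with 4 of 7 higher, and genes ascribed to memory-like TRM cells one of 1.58 with 6 of 7 higher. The regulon factors gave 1.58 with 16 of 17 higher for the effector-like list and -0.32 (-0.41 to -0.18) with 1 of 6 higher for the memory-like list, at percentile 1.90. The other transcription factors had a median of -0.02 (-0.13 to 0.15), not distinguishable from 0.

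Lists that are not from the study were read in the same way. Immediate early genes outside AP-1 and NR4A had a median of 0.97 (0.77 to 1.11) at percentile 99.96, with 10 of 12 higher. Heat shock genes had a median of 0.45 (0.37 to 0.70), with 9 of 11 counted genes higher, and 0.34 relative to all genes. Against TCM-like, TEM-like and LLE-like cells taken singly their percentiles were 97.9, 99.4 and 96.9. Reads of Hspa1a and Hspa1b are hard to tell apart, so single values for them are uncertain. Enterocyte genes had a median of at least 2.21, a bound because 7 of the 9 counted genes (of 15) were at the floor, the spleen cells having none. T cell identity genes had a median of 0.10, which falls just below 0 with TMM factors. This median does not mean that the genes were level. Against TCM-like cells Cd8a stood at 1.54, Cd3e at 1.06, Trac at -0.05, Trbc1 at -0.75 and Trbc2 at -0.83. Within the TCM-like class, ratios of the IELs library over the spleen library ran from -1.07 for Trbc2 to 0.75 for Cd8a. A difference between libraries may thus enter such ratios.

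Circulating-like cells of the IELs library allowed the same comparison inside 1 library, between 1243 TRM-like and 1900 circulating-like cells. The all-gene median was 0.09. The recirculation median was -3.37 (-3.57 to -3.19) and the AP-1 median 2.52 (2.41 to 2.64), above every random list. The NR4A median was 4.78 (4.47 to 5.07), the NF-kB median 1.38 (1.12 to 1.51), the cytotoxic median 1.37 (1.27 to 1.47) and the cytokine median 2.47 (2.30 to 2.64). Junb had 3692 CPM against 384 CPM. Heat shock genes had a median of 0.66 (0.56 to 0.76) at percentile 99.9 and the other immediate early genes one of 1.53, so both were raised beside the AP-1 genes. T cell identity genes had a median of 0.61 and enterocyte genes one of 0.06 (-0.37 to 0.25). By tag, IELs-tagged TRM-like cells exceeded Blood-tagged circulating-like cells by an AP-1 median of 3.11 and mLN-tagged ones by 2.57.

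**Figure D3:**
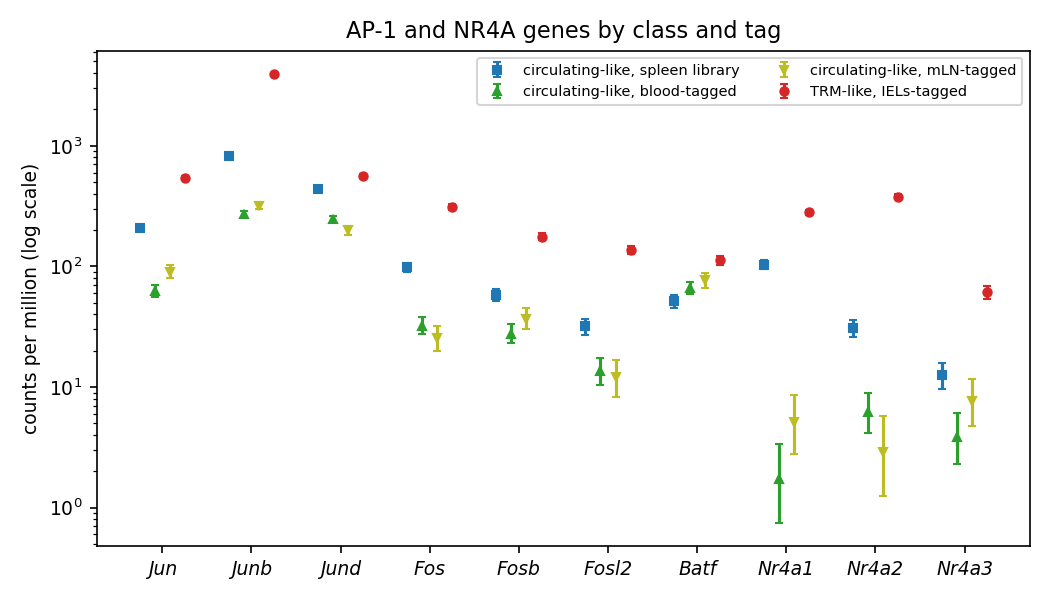
CPM on a log axis of the AP-1 and NR4A genes, with exact Poisson intervals, in circulating-like cells of the spleen library, of the Blood tag and of the mLN tag, and in TRM-like cells of the IELs tag. Junb stood at 815, 270.5, 319 and 3936 CPM in that order.

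Circulating-like cells differed between the libraries too. In the 1900 cells of the IELs library the AP-1 median relative to the 2400 spleen cells was -0.93 (-1.12 to -0.80), below every random list, and Batf alone was higher. By class the median was -0.997 for TCM-like, -0.82 for TEM-like and -0.95 for LLE-like cells. The NR4A median was -1.53.

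The comparison of the libraries without classes used all cells with T cell transcripts, 3892 of the IELs library and 3191 of the spleen library. The AP-1 median of the IELs library over the spleen library was 0.31 (0.23 to 0.40), at percentile 86.7 and within the random range. Junb, Fos, Fosl2 and Batf were higher, Jund (-0.29) and Fosb (-0.38) lower, and Jun (-0.04, -0.11 to 0.03) within counting error. This median changed direction when T cell transcripts were not required, to -0.32. Restricted to the 1568 IELs-tagged cells, an alternative chosen after seeing the data, it was 1.11 (0.94 to 1.28). Other medians over all cells were 2.43 for cytotoxic, 1.59 for NR4A, 0.74 for NF-kB and -0.45 for recirculation genes. In IELs-tagged cells over the spleen library they were 3.39, 2.58, 1.23 and -3.94 in that order. Of these IELs-tagged cells 27.8% were γδ T-like, a class that held 1 cell of the spleen library, so the tag restriction also changes the mix of classes. Over all cells heat shock genes stood at 0.21 (percentile 76.3) and the other immediate early genes at -0.19 (-0.29 to 0.04, percentile 3.81).

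Among 8230 genes ranked by size of the difference between libraries, most of the largest ratios belonged to genes of other cell types. Defa24 (ENSMUSG00000064213, chromosome 8, 21734494 to 21735471) is a defensin of intestinal Paneth cells and had 387 CPM in the IELs library and 0 UMIs in the spleen library, at least 1081-fold. Defa30, Defa21, Defa22, Gm14851 and AY761184, which lie in the same cluster of near-identical genes, were also among the first 10, so reads may be shared between them. Ighv1-15 had 1541 UMIs in the IELs library and 1 in the spleen library, a log2 ratio of 9.57 (7.09 to 14.87). Ighv5-12, Igkv4-62 and Nanp completed that group, with Nanp at 270 UMIs against 1 (7.06, 4.57 to 12.37). Nanp was level across the Blood, mLN and IELs tags (14.8, 19.3 and 15.9 CPM). On the spleen side S100a8 had 2 UMIs in the IELs library and 1658 in the spleen library, a log2 ratio of -10.71 (-13.76 to -8.86), and S100a9 was at least 1111-fold higher in the spleen library. Ighg2c, Ighg1, Igkv12-89, Igkv8-24, Igkv8-16, Ngp, Camp and Ccr3 completed the spleen group. Assignment among immunoglobulin segments is uncertain for the same reason as among defensins. Of the 2047 Ighv5-12 UMIs in the IELs library 2044 lay in IELs-tagged cells. With IELs-tagged cells only, 6 of the first 10 genes on the spleen side were others, namely Sdc3 (log2 ratio -9.09, -14.39 to -6.60), Dapl1, Vcam1, Ebf1, Ccl9 and Tcf7l2, and Ighv1-34 and Gm20400 replaced Defa22 and Nanp on the other side. The rank uses bounds for genes at 0 UMIs, and Ighg1, Ngp, Camp and Igkv12-89 had 0 UMIs in IELs-tagged cells, so their place below genes with 1 UMI comes from the floor.

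Within the spleen library, LLE-like cells were compared with the other circulating-like classes for cytotoxic genes, which the study ascribes to them. Ribosomal protein genes took 24.3% of UMIs in LLE-like, 44.1% in TCM-like and 38.3% in TEM-like cells, which shifted the all-gene median to 0.40 against TCM-like and 0.32 against TEM-like cells. Median depths were 1365.5 UMIs in LLE-like, 2062 in TCM-like and 2438 in TEM-like cells. LLE-like over TCM-like cells gave a cytotoxic median of 5.87 (5.02 to 7.15), or 5.47 relative to all genes, above every random list. Gzma had 2744 CPM in LLE-like cells and 5 UMIs, or 2.88 CPM, in TCM-like cells. Gzmb had 384 CPM against 5 UMIs, Prf1 245 against 30.5 CPM, and Fasl 39 UMIs against 3, a log2 ratio of 4.68 (3.03 to 7.02). The recirculation gene S1pr5 had 228 UMIs against 0, at least 150.1-fold. The wider filter gave the highest cytotoxic median, 6.74. The AP-1 median of this comparison was 0.17 (-0.33 to 0.29) and -0.23 relative to all genes, so it had no stable direction.

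LLE-like over TEM-like cells gave a cytotoxic median of 1.68 (1.51 to 1.85), or 1.36 relative to all genes, above every random list. Gzma had 2744 against 138 CPM (log2 ratio 4.32), Gzmb 384 against 95.8 CPM (2.00), Prf1 a ratio of 1.36 and Fasl one of 0.86 (0.26 to 1.45). TMM scaling moved this median most, to 1.32. Il2 had 0 UMIs in LLE-like and TCM-like cells and 2 in TEM-like cells.

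TRM-like cells of the IELs library were last divided among themselves, because the study describes effector-like and memory-like TRM cells. Sub-clusters 1 and 2 held 642 and 544 cells with median depths of 4364.5 and 4386 UMIs, and sub-clusters of 37 and 20 cells were not compared. Ratios are sub-cluster 1 over sub-cluster 2, and the all-gene median was -0.09. The AP-1 median was 0.83 (0.72 to 0.94) at percentile 99.99, with all 7 genes higher, from 0.34 for Fos to 2.90 for Fosl2. The NR4A median was 2.54 (2.08 to 2.83), the NF-kB median 0.49 (0.19 to 0.73) with 4 of 5 higher, and that of the effector-like factors 1.71 with 7 of 7 higher. All 17 factors of the effector-like regulon list were higher, with a median of 1.04. Genes of the memory-like list had a median of -0.37 (-0.52 to -0.24) at percentile 0.01, Jun and Fos being the only members that were higher, and Id2 stood at -0.90. The memory-like regulon factors had a median of -0.28 with none of 6 higher, at percentile 2.12. Id3 had 27 UMIs against 42 (log2 ratio -0.89, -1.65 to -0.16), and Prdm1 94 against 59 (0.42, -0.07 to 0.91, within counting error). The cytotoxic median of -0.09 (-0.21 to 0.10) was not distinguishable from 0. Heat shock genes had a median of 0.14 (0.07 to 0.23) at percentile 99.2 and the other immediate early genes one of 1.13. Resolution 0.8 moved the AP-1 median most, to 0.61. Of the cells in sub-cluster 2, 60 carried the mLN tag alone, and with IELs-tagged cells only the AP-1 median was 0.81 (0.69 to 0.92).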

Values the study reported

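The study states that about 90% of GP33+ CD44+ CD8+ cells among the intraepithelial lymphocytes of the small intestine expressed CD103 by flow cytometry. The denominator of that value is sorted GP33+ CD44+ CD8+ cells stained for the protein. The share given for Itgae in the report has another denominator, namely cells of the IELs library with T cell transcripts thinned to a fixed number of UMIs, and it counts transcripts, so the measures cannot be set against each other.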

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

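The tests in this part were chosen only after the result was seen.

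A signal stood out in data that no comparison fixed beforehand was built on, the antibody tag counts of the IELs library. Of its 3892 cells that passed the filter and had T cell transcripts, 1938 carried the Blood or the mLN tag alone, which is 49.8% (48.2% to 51.4%), although the sample is labelled as IELs. Among all 7189 barcodes the share was 49.0%. The Blood tag was on 1288 cells (33.1%), the mLN tag on 650 (16.7%), the IELs tag on 1568 (40.3%), several tags on 378 (9.71%), and 8 cells lay below all 3 minimums. Blood-tagged cells had a median of 1136 counts of the Blood tag and 23 of the IELs tag. IELs-tagged cells had 1002.5 counts of the IELs tag. The direction of these medians follows from the tag minimums, so they do not show how well the tags separated. Among all barcodes 16.2% carried several tags and 4.42% lay below every minimum. Median gene depth was 3624.5 UMIs in Blood-tagged, 4996 in mLN-tagged and 4231 in IELs-tagged cells.

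Tags taken up at random by cells of a single origin would leave the same transcripts under each tag. The tables argue against this, because 0.857% (0.428% to 1.53%) of Blood-tagged cells had an Itgae UMI after thinning and 36.0% (33.6% to 38.4%) of IELs-tagged cells did. Classes also followed the tags: no TRM-like or γδ T-like cell was among the 1288 Blood-tagged cells, which allows an exact binomial upper limit of 0.286%, while 68.6% of IELs-tagged cells were TRM-like and 27.8% γδ T-like. Of the 1568 IELs-tagged cells, 13 were TCM-like, 15 TEM-like and 5 LLE-like. Cells with several tags were rich in cells of the B-like (21.7%) and myeloid-like (14.0%) clusters, the latter not shown to be myeloid in this library, where S100a8 had 2 UMIs and S100a9 had 0, and they had a median of 5979.5 UMIs, values that go with doublets, which was not tested further. What stays open is which tissues, animals and sorting gates the tags stand for, because the labels do not describe them. A library pooled from cells of blood, lymph node and intestine is a candidate explanation. The tag names give it and the classes go with it, since Blood-tagged cells were 47.8% LLE-like and 2.72% TCM-like and mLN-tagged cells 4.00% and 23.8%. These values had been seen before the explanation was framed, so they do not test it. No biological explanation was tested.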

How the results depend on the processing

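Dropping the T cell identity requirement in class comparisons, leaving out cells with several tags and keeping IELs-tagged cells only were chosen after seeing the data, and the other alternatives before. In all, 10 results were recomputed under up to 13 of 15 alternatives each, which gave 115 values: 91 stayed within the counting interval of the reported value, 23 moved outside it with the same direction, and 1 reversed. The cause was not tested for any of them, except that a change of the total shifts every gene of a comparison alike.

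Without the identity requirement the AP-1 median of the IELs library over the spleen library reversed to -0.32, and in TRM-like over circulating-like cells AP-1 moved to 1.68, NR4A to 2.67 and cytotoxic genes to 2.26. With mitochondrial, ribosomal protein and T cell receptor genes out of the total, AP-1 genes in TRM-like cells moved to 1.30, cytotoxic genes to 1.86, AP-1 genes between libraries to 0.18 and cytotoxic genes in LLE-like over TEM-like cells to 1.36. TMM scaling moved the last of these to 1.32. A mean over cells moved recirculation genes to -3.84, cytotoxic genes in TRM-like cells to 1.81 and AP-1 genes between libraries to 0.64. The wider filter moved recirculation genes to -4.28, NF-kB genes to 1.10 and cytotoxic genes in TRM-like cells to 2.46. Leaving out scrublet calls moved AP-1 genes between libraries to 0.62. Resolution 0.8 moved cytotoxic genes in TRM-like cells to 1.94 and AP-1 genes between sub-clusters to 0.61. Without cells of several tags recirculation genes moved to -4.17. With IELs-tagged cells only they moved to -4.10, AP-1 genes between libraries to 1.11 and the Itgae share to 36.0%. The Itgae share was 25.2% at 2000 UMIs and 34.7% without thinning.

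Ranges over the alternatives were -4.28 to -3.33 for recirculation, 1.30 to 1.68 for AP-1, 2.01 to 2.67 for NR4A, 1.10 to 1.65 for NF-kB and 1.81 to 2.46 for cytotoxic genes in TRM-like cells. They were -0.32 to 1.11 for AP-1 genes between libraries, 1.32 to 1.75 for LLE-like over TEM-like cells, 0.61 to 0.91 for sub-clusters and 16.5% to 36.0% for the Itgae share. LLE-like over TCM-like cells stayed within the counting interval under all 12 alternatives run, from 5.24 to 6.74. LLE-like over TEM-like cells could not be recomputed under the wider filter, where no cluster was named TEM-like. Under that filter, under scrublet and at resolution 0.8, some circulating cells lay in clusters left unnamed because markers of another class, such as erythroid genes, were among their leading genes, so the pools there are smaller and differ in mix. Under the wider filter the unnamed cluster of this kind held 1980 spleen cells and the pool 2212, without TEM-like cells, so the values moved by that filter compare TRM-like cells with another mix.

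Depth limits small counts most: Il2, Id3 in TRM-like sub-clusters and Fasl in TCM-like cells rest on few UMIs. No paired analysis was possible because each tissue has 1 library and no animal is identified.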

Other observations

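The heat shock percentile between the libraries, the AP-1 median inside the IELs library and the Fabp2 ratio were tests fixed before their values were seen. All other tests in this part were chosen only after the result was seen.

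AP-1 genes were higher in TRM-like cells of the IELs library than in circulating-like cells of the spleen library. A difference between the libraries as a whole is argued against, because the AP-1 median was 2.52 (2.41 to 2.64) inside the IELs library, larger than the 1.53 between libraries. Warm dissociation of the intestine could also raise these genes. By the criterion fixed beforehand, heat shock genes above the 95th percentile, it was not met between the libraries, where they stood at percentile 92.0. Against each circulating-like class singly their percentiles lay above the 95th, at 97.9, 99.4 and 96.9, which says nothing about the size of the rise. In the pooled comparison the other immediate early genes were raised by 0.97, less than the 1.53 of the AP-1 genes. Dissociation and tissue biology cannot be told apart here, since 1075 of the 1243 TRM-like cells of the IELs library carried the IELs tag alone. Per the study, intestines were incubated warm and spleens mashed, but that this tag stands for the intestine rests on its name.

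Inside the IELs library the heat shock genes stood at percentile 99.9 of their random lists, and immediate early genes outside AP-1 and NR4A were raised by a median of 1.53. These values are consistent with a share of the AP-1 difference coming from dissociation. The heat shock median was 0.66 beside 2.52 for AP-1 genes, so the responses were unequal in size. An AP-1 rise of equal size in all TRM-like cells whatever their tag is argued against. The 60 mLN-tagged TRM-like cells exceeded 532 mLN-tagged circulating-like cells by an AP-1 median of 0.37 (-0.07 to 0.67), where IELs-tagged TRM-like cells exceeded the same cells by 2.57 (2.39 to 2.77). Klf2 and S1pr1 were low in them all the same, with 2 and 4 UMIs and log2 ratios of -6.00 (-9.04 to -4.14) and -3.34 (-5.22 to -1.97), and Junb stood at 413 CPM in them against 3936 CPM in IELs-tagged TRM-like cells. Among mLN-tagged cells, Jun (1.06, 0.59 to 1.51), Jund (0.47, 0.09 to 0.82) and Junb (0.37, 0.07 to 0.66) were higher in the TRM-like ones. The other AP-1 genes lay within counting error, Fos and Batf on the lower side. A smaller rise shared by all TRM-like cells therefore stays open. So does the question whether residence in the epithelium or the handling of the intestine goes with the high AP-1 level.

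TRM-like cells with the mLN tag alone made up 9.23% (7.12% to 11.7%) of the mLN-tagged cells. That they were IELs which took up the mLN tag is argued against, because 3.39% (0.413% to 11.7%) of them had an Itgae UMI after thinning and 29.0% (26.3% to 31.8%) of IELs-tagged TRM-like cells did. Their median IELs tag count was 24, the same as in the other mLN-tagged cells, with a median mLN tag count of 551.5. All 60 lay in sub-cluster 2. Whether they are resident cells of the lymph node stays open, since the name rests on transcripts and integration may have placed other cells beside the TRM-like ones.

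AP-1 genes were lower in circulating-like cells of the IELs library than in those of the spleen library. A different mix of TCM-like, TEM-like and LLE-like cells is argued against, because each class alone was lower, the one nearest to 0 at -0.82 (-0.92 to -0.74). In Blood-tagged circulating-like cells the median was -1.23 (-1.57 to -0.99). A difference between spleen and blood is argued against as the whole cause, because mLN-tagged circulating-like cells were as low, with a median of -1.20 (-1.35 to -1.05). In the same comparison over all circulating-like cells the other immediate early genes were lower too, with a median of -0.65 (-0.87 to -0.40), and Hspa1a (16 UMIs against 95) and Hspa1b (31 against 115) were lower, while the heat shock median was -0.13 (-0.21 to 0.02). The fall of Hspa1a and Hspa1b was not shared by every class. They had 2 against 56 and 1 against 67 UMIs in LLE-like cells, but 4 against 3 and 6 against 6 in TCM-like cells. Preparation of the spleen, a difference between libraries and a difference of the spleen from both other sites stay open, and no test was made that could tell these from each other. The spleen level therefore makes the contrast of TRM-like with spleen cells smaller than the contrast inside the IELs library.

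AP-1 genes were also higher in TRM-like sub-cluster 1 than in sub-cluster 2. The presence of mLN-tagged cells in sub-cluster 2 is argued against as the cause, since IELs-tagged cells alone gave a median of 0.81 (0.69 to 0.92). Cells that differ in their response to dissociation could give the same pattern. Heat shock genes differed by a median of 0.14, above most random lists but far less than AP-1 genes, with Hspa1a, Hspa1b and Hspe1 lower, while other immediate early genes rose by 1.13. Response to dissociation and effector-like identity cannot be told apart, because the same genes mark both and no cells processed otherwise were measured.

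Transcripts of intestinal epithelium were counted in T cells of the IELs library. For Fabp1 and Fabp2, free RNA of epithelial cells passed a test that could have failed: the ratio of Fabp2 CPM in TRM-like over circulating-like cells of that library was 1.01. Apoa1 (4.19 against 3.91 CPM), Reg3b (10.0 against 13.2 CPM) and Krt8 (8.01 against 7.33 CPM) were likewise level. Most UMIs of these genes in TRM-like cells are thus likely to be free RNA, and a small contribution from the cells themselves stays open.

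Defensin genes led the IELs library over the spleen library. Free RNA of intestinal cells is a candidate explanation, since Blood-tagged circulating-like cells held 366 CPM of Defa24. Before thinning, and thus at unequal depths, the share of cells with a Defa24 UMI was 58.9% in TRM-like, 60.2% in Blood-tagged circulating-like, 58.0% in γδ T-like and 56.6% in B-like cells of that library. The summed level of Defa24 was uneven, with 273 CPM in TRM-like and 1265 CPM in γδ T-like cells. Defa24 was also higher under the IELs tag (551 CPM) than under the Blood tag (361 CPM), and so were Defa30, Gm14851 and AY761184. Defa21 (80.9 against 96.1 CPM) and Defa22 (56.9 against 69.8 CPM) were lower under the IELs tag. Droplets that also held a Paneth cell or its fragments stay open for the uneven part of Defa24.

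The γδ T-like class lay almost wholly under the IELs tag, with 436 of its 452 cells, although cells had been sorted for binding of an αβ receptor ligand. Trdc was 79.2-fold higher in them than in Blood-tagged circulating-like cells of the same library, at 222 against 2.80 CPM. Trdc is one of the markers that named this class, so the ratio was partly fixed beforehand. It therefore leaves open whether free RNA contributed to their Trdc. The filter required a UMI of Trac, Trbc1 or Trbc2 in every cell, so the αβ transcripts in these cells say nothing about what they are. Doublets are argued against as the source of the class: with no upper limit on genes, the median UMI count of IELs-tagged γδ T-like cells was 0.847 (0.814 to 0.877, from redraws of cells) of that of IELs-tagged TRM-like cells, where doublets would hold more. αβ cells with γδ transcripts, γδ cells and cells passing the sort by other binding stay open. No biological explanation was tested.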
